A study of Mus musculus with 24 samples. Its data were reported in "NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation" (2022).

How the data were processed

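The series measured RNA turnover by SLAM-seq in mouse embryonic stem cells kept naive in N2B27 medium with 2i inhibitors. Cells of 3 genotypes were used: wild type (WT), a knockout of Smg5 (Smg5 KO) and a knockout of Smg6 (Smg6 KO), both genes of nonsense-mediated mRNA decay (NMD). Each genotype was sampled before labelling (untreated), after 12 h with 4-thiouridine (4SU), a nucleoside built into new RNA, and after 3 or 6 h of a chase with unlabelled uridine, with 2 replicates per group and 24 libraries in 12 groups. After iodoacetamide treatment, incorporated 4SU is read as a T>C conversion. Groups were taken from the sample labels, which do not say whether replicates are separate cultures, so every p-value here measures only the spread between these samples. All libraries carry the same run label, which does not exclude batches of culture, library preparation or lane.

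The authors made single-end QuantSeq 3′ end libraries and analysed them with SLAM-DUNK 0.2.4 against mm10, per the labels and the methods of the study. The deposited table holds, per the file headers, 3 values for each library and 3′ end window: CPM (read counts scaled by library size), the raw counts of reads, and the raw counts of reads that carry T>C conversions. The number of conversions needed for a T>C read, the aligner settings and the annotation behind the windows are not given in the sources used here. Mapped reads per library were computed as read counts over CPM.

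The table lists 28568 windows with a median length of 250 bases under 22281 gene names. Left out were 22 windows (13 names) with missing values in 1 library. A further 203 entries repeated 64 windows under several names, and each such window was kept once under its joined names. This left 28407 windows, and the counts of the 4632 genes with several windows were summed, giving 22230 genes. Of the 17514 windows with at least 20 reads, 92 had the same counts as another window, so members of near-identical families cannot be separated fully. By name or position, 97.6% of windows matched a gene of GENCODE M21 or RefSeq, and 24808 of them lay in a 3′ UTR. Coordinates are mm10.

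Gene counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalisation, filterByExpr) in R 4.3.3, with 1 mean per group fitted on all 24 libraries. This tested 10933 genes, with a common biological coefficient of variation of 0.334. Genes with a Benjamini-Hochberg adjusted p under 0.05 are said to have risen, fallen or changed. The comparisons were each knockout against WT and the knockouts against each other over all treatments (8 libraries against 8) and the same knockout comparisons in untreated cells (2 against 2). Others were 4SU against untreated, each chase time against 4SU over all genotypes (6 against 6), and the genotype by treatment interaction. Because both knockouts were compared with the same WT libraries, their joint response was set beside 20 simulated data sets in which no gene differed and the same WT libraries were shared, and beside fits in which each knockout had its own WT replicates. Values per gene are TMM-scaled CPM as mean ± SD over the libraries of a genotype or treatment. A log2 fold change is given with its standard error (SE).

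There were 26 gene lists, tested with camera (limma 3.58.1, voom, inter-gene correlation 0.01), adjusted over lists within a comparison, and with camera using an estimated correlation and with fry beside it. The fit for lists used the same groups. Counts of list members past the threshold are given over all genes and adjusted over the list alone. The lists, the tests, the comparisons and the rule for named genes were chosen before the data were examined. The rule names Smg5 and Smg6, the genes the study discusses, and the 10 genes with the highest and the 10 with the lowest log2 fold change per comparison. The latter must be past the threshold, with a mean log2 CPM of at least 3 and the same sign in every treatment or genotype. It also names up to 4 members per list, and for half-lives the 10 longest and 10 shortest in WT with a mean of at least 20 CPM. Ties at the upper fit limit were ordered by mean CPM after the values were seen. Of the genes the study discusses, Myc, Klf4 and Gadd45b did not reach the CPM needed for half-lives.

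The labelled share of a gene is its T>C reads over its reads, minus the mean share in the untreated libraries of the same genotype. Half-lives used the 5535 genes with at least 2 CPM in every library. The labelled share was set relative to the 4SU libraries and fitted by least squares as a single exponential over 0, 3 and 6 h of chase, with half-lives limited to between 0.05 and 200 h. Differences between genotypes were tested with limma as slopes of the log2 labelled share against chase time, and 3.84% of the values lay at the floor of 0.5 reads. Labelled shares of single groups were compared with two-sided exact permutation tests, for which the smallest p with 2 libraries against 2 is 0.333. Median half-lives and half-life ratios are per gene and relative to WT.

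Recovery was tested on simulated data. With 2-fold or 4-fold changes added to some of 10933 simulated genes in the Smg5 KO libraries alone, the comparison of 8 libraries against 8 called 63% of genes changed 2-fold and 90% of those changed 4-fold, with 8 false calls. Smg6 KO, to which no change was added, gave no call by edgeR. The comparison of 2 against 2 called 1% and 37%, with 3 false calls. For half-lives, 32% of 200 genes with a 2-fold change were called among 5535, with 3 false calls. These simulated libraries shared the same labelling level and had no shifts of whole libraries. Their spread between libraries was smaller than that of the real shares, so 32% may overstate recovery in the real data.

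Alternatives were DESeq2 1.42.0 (size factors, Wald test), upper quartile normalisation, no filter on low counts, at least 2 CPM in every library, a test against 1.5-fold at an adjusted p of 0.01, a block for the replicate number, the compared groups alone, each window tested alone, each treatment left out and each library left out. For labelled shares and half-lives they were no background subtraction, at least 10 CPM and the 3 h chase alone. Added after the data were seen were fits without both WT 6 h libraries, the joint response without the 6 h libraries, half-lives from 3 to 6 h alone, chase time as 3 levels, and shares turned into conversions per read. Tables and plots were made with Python 3.11.15, the R package data.table (1.17.8), pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Reads without molecular identifiers are not independent molecules, so no counting intervals are given and replicate spread is used instead. RNA-seq and other data of the study are not analysed here.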

Results

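The data set holds 24 SLAM-seq libraries of naive mouse embryonic stem cells, 2 for each of 3 genotypes (WT, Smg5 KO and Smg6 KO) at each of 4 points: untreated, after 12 h of 4SU, and after 3 or 6 h of chase. Reads in 3′ end windows ranged from 1904180 (Smg6 KO 6 h replicate 2) to 11693747 (Smg6 KO 3 h replicate 2), with a median of 2870750. The share of mapped reads that fell in windows was 68.6 ± 1.62% (SD, n = 6) in untreated libraries, 67.4 ± 3.15% after 4SU, 65.9 ± 6.98% at 3 h and 53.5 ± 6.4% at 6 h of chase. WT 6 h replicate 1 stood apart. It had 42.5% of its mapped reads in windows, the fewest genes with a read (10730), 18.7% of reads in its 10 most abundant genes against 7.17 to 11.5% in the other libraries, and a TMM factor of 0.498. It lay at 205 on a first principal component that held 37.2% of the variance. The 2 WT 6 h libraries correlated at 0.841 across genes, against 0.920 to 0.979 for the other replicate pairs. Reads with T>C conversions made up 1.34 ± 0.111% (SD, n = 2) of window reads in untreated WT, 1.42 ± 0.0144% in untreated Smg5 KO and 1.43 ± 0.102% in untreated Smg6 KO, which is the background of the assay.

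**Figure D1:**
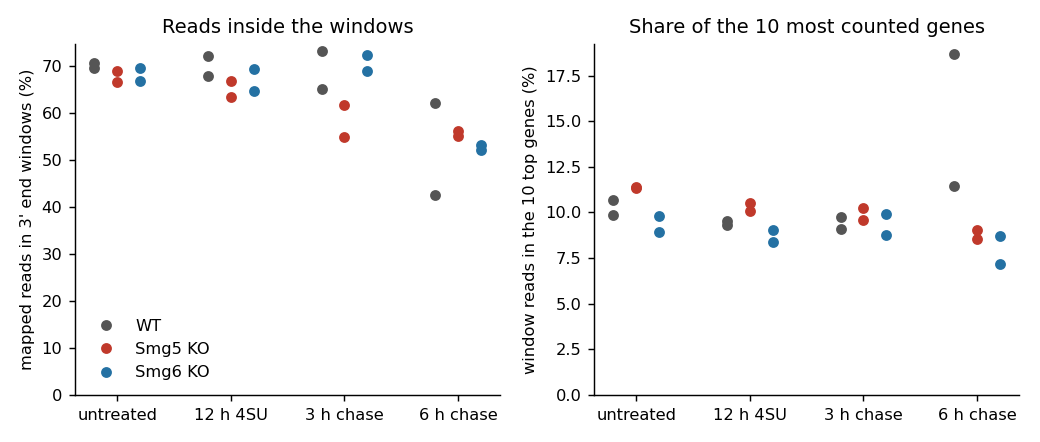
Each point is 1 of the 24 libraries, by genotype and treatment, with the share of mapped reads in 3′ end windows (left, percent) and the share of window reads in the 10 most counted genes (right, percent). WT 6 h replicate 1 lies apart in both, at 42.5% and 18.7%.

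The 2 targeted genes encode proteins that act at the last steps of NMD, where Smg6 cuts the target mRNA and Smg5 helps to start decay from its ends. Their 3′ end windows lie in the 3′ UTR, on chromosome 3 (88362088 to 88362337) for Smg5 and on chromosome 11 (75164191 to 75164448) for Smg6. The labels do not place the targeted sites in these windows, so their levels check nothing about the deletions. Smg5 reads rose in Smg5 KO, to 112 ± 21.5 CPM (SD, n = 8) from 71.2 ± 13.7 CPM in WT, a log2 fold change of 0.65 (SE 0.17, adjusted p = 0.00537), and stood at 93.7 ± 23.4 CPM in Smg6 KO, 0.39 (SE 0.17, adjusted p = 0.115). Smg6 reads stood at 96.9 ± 29 CPM in Smg5 KO and 64.3 ± 6.81 CPM in Smg6 KO against 58.8 ± 30.9 CPM in WT. These are log2 fold changes of 0.89 (SE 0.27, adjusted p = 0.0171) and 0.32 (SE 0.27, adjusted p = 0.453), and WT 6 h replicate 1 held only 3 Smg6 reads. The Smg6 call in Smg5 KO was lost without untreated Smg5 KO replicate 1, without Smg5 KO 3 h replicate 2 and without both WT 6 h libraries.

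Smg5 KO was compared with WT over all treatments to find which transcripts differ. The labels do not say how many clones each knockout stands for, so clone and genotype cannot be separated. Noncoding host genes of small nucleolar RNAs were among the transcripts that rose most. Zfas1 rose from 859 ± 212 to 19839 ± 5130 CPM (SD, n = 8), a log2 fold change of 4.51 (SE 0.23, adjusted p = 2.89e-11), Snhg12 from 108 ± 28.8 to 1960 ± 452 CPM, 4.20 (SE 0.18, adjusted p = 3.55e-12), and Epb41l4aos from 333 ± 117 to 4953 ± 1278 CPM, 3.91 (SE 0.20, adjusted p = 2.89e-11). Among the 10 highest were also the noncoding transcript 2410006H16Rik (4683 ± 800.4 CPM against 272 ± 115), Ints6, a subunit of the Integrator complex (log2 fold change 4.04), Ms4a10 (4.48), Hmcn2 (3.84), 1810032O08Rik (3.75), 1110038B12Rik (3.63) and Gm16973 (3.61). The 10 lowest ranged from -3.44 for the homeobox gene Vax2 to -2.82 for the phospholipase gene Pla2g10. They included the splicing regulator Hnrnpa2b1, at 51.1 ± 23.0 CPM against 483 ± 189, -3.29 (SE 0.30, adjusted p = 2.02e-07), Lefty2, an antagonist of Nodal signalling (-3.43), Stra8, a gene of meiotic entry (-3.02), and Crxos, Trh, S100a6, Slc41a3 and Tmem45a. Of the genes the study discusses, Eif4a2, an RNA helicase of translation initiation, rose from 226 ± 114 to 759 ± 113 CPM, 1.92 (SE 0.20, adjusted p = 1.22e-06), and the stress gene Gadd45b from 9.24 ± 3.06 to 33.9 ± 10.9 CPM, 1.87 (SE 0.20, adjusted p = 1.05e-06). The log2 fold changes that did not pass were -0.31 for Eif4a1 (adjusted p = 0.521), 0.14 for Esrrb (0.643), -0.05 for Nanog (0.882), 0.80 for Klf4 (0.0948), 0.39 for Tbx3 (0.164), -0.34 for Tfcp2l1 (0.109) and 0.10 for Smg1 (0.811). In all, 1732 genes rose and 1626 fell, 1002 and 625 of them by at least 2-fold, and 2474 of the 3358 had the same sign in every treatment.

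**Figure D2:**
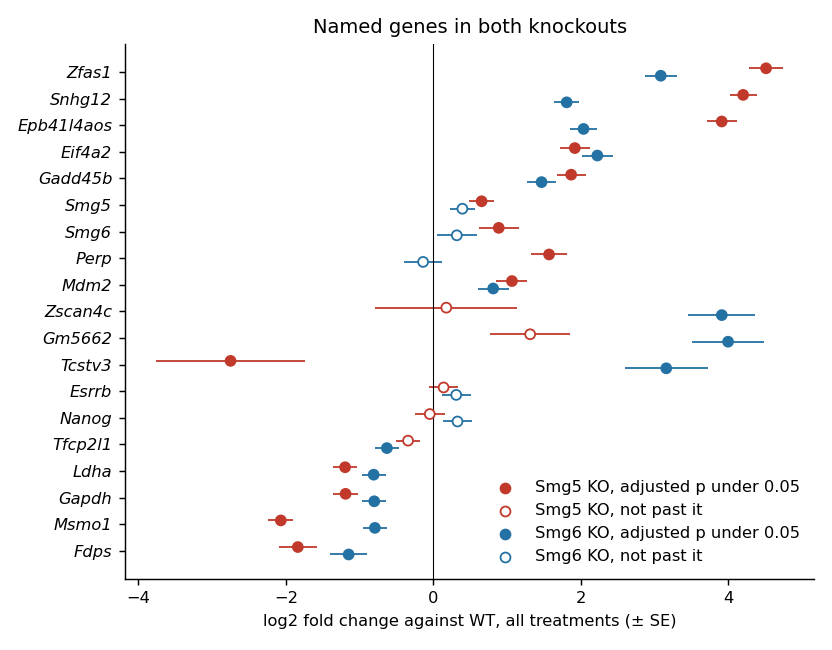
Log2 fold changes of 19 named genes in Smg5 KO and Smg6 KO against WT (8 libraries against 8), with bars for the SE. Filled symbols have an adjusted p under 0.05 (edgeR), and Zfas1 stands at 4.51 in Smg5 KO and 3.08 in Smg6 KO.

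Textbook NMD targets rose as a group in Smg5 KO: 11 of 20 measured members rose and none fell (11 adjusted over the list alone), with a median log2 fold change of 0.64 (camera adjusted p = 1.31e-06). Besides Zfas1, Snhg12, Gadd45b and Eif4a2 they included Snhg15 (3.39) and Ddit3, a transcription factor of the stress response (3.11). The targeted gene Smg5 is itself a member that rose. Host lncRNAs of snoRNAs and miRNAs had 5 of 13 members higher (5 adjusted over the list alone), a median of 0.13 and an adjusted p of 1.61e-04. They share members such as Zfas1, Snhg12 and Snhg15 with the NMD targets, so results for these lists are not independent. Of 23 p53 targets 15 rose, among them Perp (1.57), Ddit4l (1.47), Plk2 (1.38), Btg2 (1.29) and the p53 antagonist Mdm2 (1.06). Adjusted over the list alone 18 rose, and the list had a median of 0.80 and an adjusted p of 1.31e-06. That call was lost with the list's own correlation (adjusted p = 0.152 with an estimated correlation). In untreated, 4SU, 3 h and 6 h cells Perp stood at 0.37, 2.42, 1.94 and 1.54 and Plk2 at 0.78, 1.65, 1.35 and 1.75. Ddit4l (2.13, 1.40, 0.97 and 1.40), Btg2 (1.36, 1.72, 1.25 and 0.83) and Mdm2 (1.12, 1.15, 0.44 and 1.54) were not lowest in untreated cells. Targets of p53 also rose with 4SU itself, so the pooled values of this list do not show the effect of genotype without label. Splicing factors with poison exons had 8 of 22 members higher and 1 lower (the same counts adjusted over the list alone), including the kinases Clk1, Clk3 and Clk4 (1.29, 0.96 and 1.46) and Luc7l (1.47). The list had an adjusted p of 0.0113 (adjusted p = 0.180 with an estimated correlation).

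Over all treatments together, lists of energy and sterol metabolism were lower in Smg5 KO. Of 20 genes of cholesterol synthesis 13 fell and none rose (15 lower adjusted over the list alone), with a median of -0.63 and an adjusted p of 6.74e-07. Among them were the enzymes Msmo1 (-2.07), Fdps (-1.84), Nsdhl (-1.24) and Cyp51 (-1.13). Of 24 glycolysis and hypoxia genes 14 fell and 1 rose (15 and 1 adjusted over the list alone), with a median of -0.68 and an adjusted p of 5.48e-06. Members that fell included Pdk1 (-2.09), Ldha (-1.20), Gapdh (-1.19) and Tpi1 (-1.18). Long-lived mRNAs, which share several of these genes, had 12 of 28 members lower (13 adjusted over the list alone; adjusted p = 1.62e-05). Of 80 cytosolic ribosomal protein genes 29 fell and 2 rose (the same adjusted over the list alone), with a median of -0.41 and an adjusted p of 6.74e-07. Of 36 genes of respiratory complex I 13 fell (15 adjusted over the list alone), with a median of -0.38 and an adjusted p of 4.41e-05. These calls were lost for ribosomal proteins (adjusted p = 0.2 with an estimated correlation) and for complex I (adjusted p = 0.197 with an estimated correlation). Naive pluripotency genes had 10 of 24 members lower and 1 higher (10 and 2 adjusted over the list alone), with a median of -0.21 and an adjusted p of 0.0211 (adjusted p = 0.174 with an estimated correlation). They included Lin28a (-2.28), Tdgf1, a coreceptor for Nodal (-1.34), and Dppa2 (-0.83), while Esrrb, Nanog, Klf4, Tbx3 and Tfcp2l1 did not pass. Several falls of metabolic and ribosomal genes were largest at 6 h, where 1 WT library stands apart. In untreated, 4SU, 3 h and 6 h cells Fdps stood at -0.75, -1.35, -0.74 and -4.52, Pkm at -0.56, -0.63, 0.11 and -3.64 and Rps20 at -0.58, -0.25, 0.47 and -3.43, while Pdk1 stood at -0.97, -2.43, -2.57 and -2.37. Lin28a stood at -0.30, -2.26, -1.77 and -4.78. In untreated cells cholesterol synthesis and naive pluripotency did not pass as lists (adjusted p = 0.232 and 0.249).

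The other 16 lists did not pass as groups in Smg5 KO, although single members did. The feeder fibroblast markers had no member past the threshold among 3 (camera adjusted p = 0.987). Of 17 NMD factors, Smg5, Smg6 and Nbas rose and Etf1 fell (median -0.05, mean 0.08, adjusted p = 0.997). Of 9 exon junction complex genes 1 rose and 3 fell (adjusted p = 0.201). Among 21 hnRNP genes 5 rose and 4 fell (adjusted p = 0.573), with Hnrnph3 at 2.38 and Hnrnpa1 at -2.13. Of 13 eIF4F genes Eif4a2 rose and 2 fell (median -0.06, mean 0.02, adjusted p = 0.797). Of 29 mTORC1 pathway genes 6 rose and 2 fell (adjusted p = 0.480). Integrated stress response genes split, 5 of 28 higher and 7 lower, such as the serine synthesis enzyme Phgdh (-1.35), with 6 and 7 adjusted over the list alone (adjusted p = 0.962). Of 16 formative pluripotency genes 3 rose, such as Nodal (0.81), and 4 fell, such as Lefty1 (-2.75) and Otx2 (-1.98), and the list had a median of 0.15, a mean of -0.29 and an adjusted p of 0.616. Of 7 markers of other lineages 1 rose and 3 fell, including the trophectoderm keratin Krt8 (-2.75) and Eomes (-3.60; adjusted p = 0.0616). Members past the threshold were 2 lower of 8 2-cell-like markers (1 adjusted over the list alone; adjusted p = 0.664; median 0.11, mean -0.10) and 4 higher and 2 lower of 19 immediate early genes (adjusted p = 0.672). Short-lived mRNAs had 5 higher and 5 lower of 24 (adjusted p = 0.998), where the test pointed up with a median of -0.03. Histones had 2 higher and 1 lower of 27 (1 and 1 adjusted over the list alone; adjusted p = 0.998), where the test also pointed up with a median of -0.09. The remaining lists had 4 higher and 7 lower of 16 telomere genes (adjusted p = 0.573), 4 lower of 24 G2/M genes (adjusted p = 0.148) and 2 higher, such as Grb10 (3.21), and 4 lower of 13 imprinted genes (adjusted p = 0.616; median -0.46, mean 0.02). Counts adjusted over the list alone are given where they differ.

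**Figure D3:**
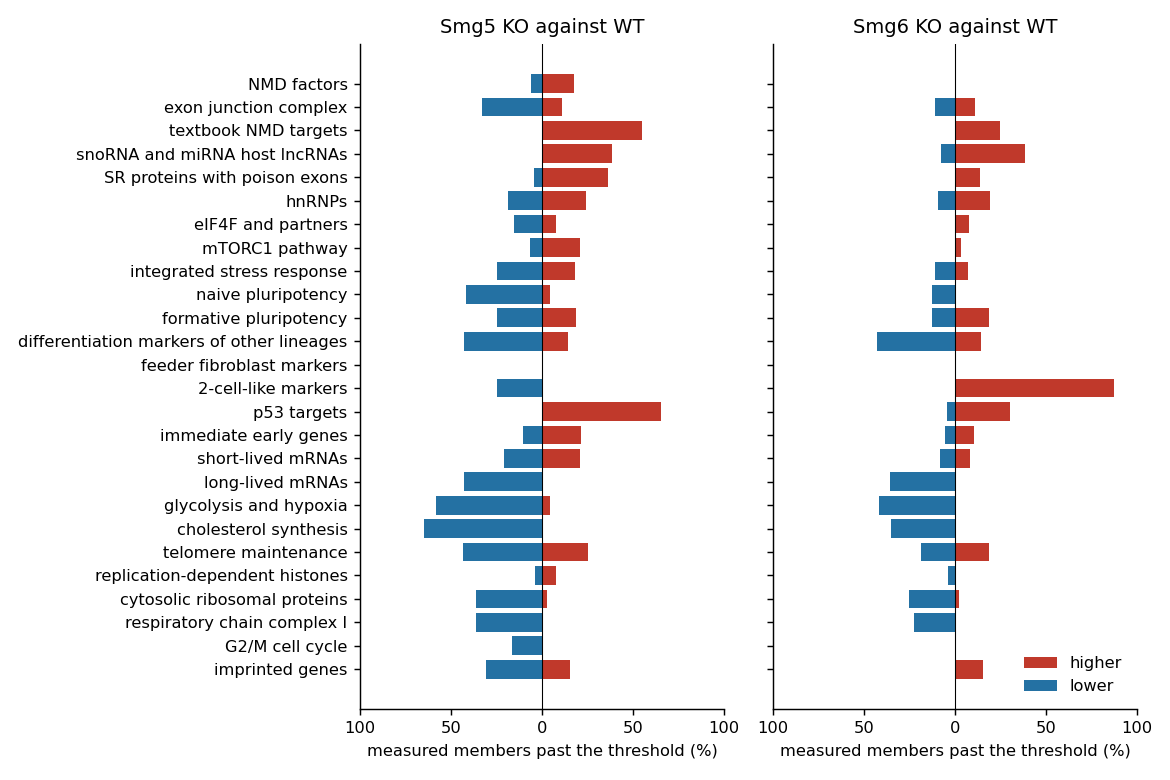
Share of the measured members of each of the 26 gene lists (percent) that were higher (red, right of 0) or lower (blue, left of 0) past an adjusted p of 0.05 in Smg5 KO and Smg6 KO against WT over all treatments (8 libraries against 8). Of the 2-cell-like markers 7 of 8 are higher in Smg6 KO and none in Smg5 KO.

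Smg6 KO was compared with WT in the same way. Zfas1 rose to 7296 ± 1954 CPM (SD, n = 8) from 859 ± 212 CPM in WT, 3.08 (SE 0.22, adjusted p = 1.94e-08), and Eif4a2 to 937 ± 182 CPM, 2.22 (SE 0.21, adjusted p = 7.87e-07). Snhg12 rose by a log2 fold change of 1.81, Epb41l4aos by 2.03, Snhg5 by 1.36, the ribosomal protein gene Rpl39l by 2.77 and Gadd45b to 25.3 ± 5.75 CPM, 1.47 (SE 0.20, adjusted p = 5.62e-05). The 10 highest genes by the rule were Tmem92 (4.33), 3 markers of the 2-cell-like state, a rare state of stem cells that resembles the early embryo, and 6 other genes with Gm names, from Gm8300 (4.30) and Gm2022 (4.19) to Gm4027 (3.85). Zscan4c, a zinc finger gene of that state, stood at 36.3 ± 22 CPM against 2.06 ± 1.54 in WT, 3.91 (SE 0.45, adjusted p = 1.10e-05), and Gm5662 at 26.8 ± 14.4 against 1.66 ± 1.38 CPM. Of the others, Gm20765/Gm21312/Gm4340, Gm20765/Gm21312 and Gm21293/Gm21304/Gm6763/Gm8764 are windows shared by several names, so which copy the reads come from is uncertain. The 10 lowest ranged from -3.32 for the calcium pump gene Atp2a3 to -2.01 for Cpe. They included S100a6 (-3.14), Tlx2 (-2.65), Vax2 (-2.59), Cnn2 (-2.48), the chromatin remodelling gene Smarcd3 (-2.33), Ptrf (-2.22), the cyclin gene Ccnd2 (-2.17) and 3110062M04Rik (-2.15). Without both WT 6 h libraries the calls of 3110062M04Rik and Cpe were lost. Tfcp2l1, a naive pluripotency factor, fell by 0.63 on the log2 scale (adjusted p = 0.0120), a call also lost without both WT 6 h libraries (adjusted p = 0.310). The genes that did not pass were Esrrb (0.31, adjusted p = 0.305), Nanog (0.33, 0.288), Klf4 (0.39, 0.482), Tbx3 (0.07, 0.852), Smg1 (0.16, 0.712) and Eif4a1 (0.28, 0.598). In all, 731 genes rose and 861 fell, 426 and 335 by at least 2-fold, and 1109 of the 1592 had the same sign in every treatment. The excess of falls came from 6 h: in untreated, 4SU, 3 h and 6 h cells 14, 40, 25 and 1241 genes rose and 2, 4, 3 and 1992 fell. The count moved to 781 without both WT 6 h libraries (483 higher and 298 lower), 4158 without WT 6 h replicate 2, 1046 without untreated WT replicate 2, 1005 without untreated Smg6 KO replicate 2, 1059 without WT 3 h replicate 1 and 1061 without Smg6 KO 3 h replicate 2.

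Among the lists, 7 of 8 2-cell-like markers rose in Smg6 KO (7 adjusted over the list alone), with a median log2 fold change of 3.78 (camera adjusted p = 2.57e-07). Of 20 textbook NMD targets 5 rose and none fell (7 higher adjusted over the list alone; median 0.27, adjusted p = 2.72e-04). Cholesterol synthesis had 7 of 20 genes lower (10 adjusted over the list alone; median -0.45, adjusted p = 3.46e-04). Its falls were largest at 6 h for Fdps, at -0.35, -0.14, -0.24 and -3.88 in untreated, 4SU, 3 h and 6 h cells, and Msmo1, at -0.25, -0.69, -0.31 and -1.92. Glycolysis and hypoxia had 10 of 24 (11 adjusted over the list alone; median -0.46, adjusted p = 1.79e-04), including Ldha (-0.81), Gapdh (-0.80) and Tpi1 (-0.82). The calls of the following 5 lists were lost with an estimated correlation. Host lncRNAs had 5 of 13 members higher and 1 lower (5 and 2 adjusted over the list alone; adjusted p = 0.00159, and adjusted p = 0.101 with an estimated correlation). Of 23 p53 targets 7 rose, such as Ddit4l (1.36) and the kinase gene Plk3 (1.22), and 1 fell (12 and 1 adjusted over the list alone; adjusted p = 0.00172, and adjusted p = 0.368 with an estimated correlation). Long-lived mRNAs had 10 of 28 members lower (10 adjusted over the list alone; adjusted p = 0.00147, and adjusted p = 0.101 with an estimated correlation). Ribosomal protein genes had 20 of 80 lower and 2 higher (27 and 2 adjusted over the list alone; adjusted p = 5.04e-07, and adjusted p = 0.267 with an estimated correlation). Complex I had 8 of 36 lower (8 adjusted over the list alone; adjusted p = 2.18e-04, and adjusted p = 0.272 with an estimated correlation). No other list passed in Smg6 KO, including NMD factors, none of which changed among 17 (adjusted p = 0.651; edgeR and the list-alone adjustment both gave 0). Nor did naive pluripotency, with 3 of 24 members lower (adjusted p = 0.735; median 0.05, mean -0.04).

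The knockouts were also compared with each other, to find transcripts that differ between them. Host lncRNAs and NMD targets were higher in Smg5 KO than in Smg6 KO. The log2 fold change was 2.39 (SE 0.17, adjusted p = 4.16e-08) for Snhg12, 1.43 (SE 0.20, adjusted p = 1.75e-04) for Zfas1, 1.87 for Epb41l4aos, 2.10 for Snhg15 and 2.28 for Ddit3 (n = 8 libraries each). Eif4a2 (-0.31, adjusted p = 0.380) and Gadd45b (0.40, adjusted p = 0.193) did not pass. Of 20 textbook NMD targets 5 were higher in Smg5 KO (7 adjusted over the list alone; median 0.27, adjusted p = 6.12e-05). Of 13 host lncRNAs 6 were higher (6 adjusted over the list alone; median 0.57, adjusted p = 2.31e-05). The 2-cell-like markers were lower in Smg5 KO, 7 of 8 (7 adjusted over the list alone), with a median of -3.34 (adjusted p = 1.15e-11) and -3.73 (SE 0.48, adjusted p = 7.71e-05) for Zscan4c. Cholesterol synthesis had 4 of 20 genes lower (6 adjusted over the list alone; median -0.36, adjusted p = 3.23e-04), such as Msmo1. The 10 highest ranged from BC029214 (2.70) to Ephx2 (2.17) and included 1810032O08Rik, Islr2, 5430416N02Rik, Ltb4r1, a leukotriene receptor gene (2.36), Tap1, a peptide transporter gene (2.22), and Anxa8. The 10 lowest held Gm8994 (-3.37), Dcdc2c and Gm13119 besides genes that were also among the 10 highest in Smg6 KO, and Lefty2 stood at -2.60.

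Further lists passed camera between the knockouts and were lost with an estimated correlation. Naive pluripotency genes were lower in Smg5 KO, 7 of 24 (9 adjusted over the list alone; adjusted p = 0.00330, and adjusted p = 0.0910 with an estimated correlation). Of 23 p53 targets 3 were higher (5 adjusted over the list alone; adjusted p = 0.00127, and adjusted p = 0.279 with an estimated correlation), such as Perp (1.71) and the cell cycle inhibitor Cdkn1a (0.72). Splicing factors with poison exons had 3 of 22 higher (3 adjusted over the list alone; adjusted p = 0.0468, and adjusted p = 0.279 with an estimated correlation). Glycolysis and hypoxia had 3 of 24 lower and 1 higher (the same adjusted over the list alone; adjusted p = 0.0256, and adjusted p = 0.0690 with an estimated correlation). Long-lived mRNAs had 1 of 28 lower (0 adjusted over the list alone; adjusted p = 0.00712, and adjusted p = 0.165 with an estimated correlation). G2/M genes had 1 of 24 lower (1 adjusted over the list alone; adjusted p = 0.00127, and adjusted p = 0.312 with an estimated correlation). In all, 570 genes were higher in Smg5 KO and 415 lower, and 938 of the 985 had the same sign in every treatment. The count moved to 633 without untreated Smg5 KO replicate 2, 638 and 648 without untreated Smg6 KO replicates 1 and 2, 596 without Smg5 KO 4SU replicate 2, 605 without Smg6 KO 4SU replicate 1, 602 without Smg6 KO 3 h replicate 1, 641 without Smg5 KO 6 h replicate 2 and 514 without Smg6 KO 6 h replicate 1. It moved to 1899 and 1876 without WT 6 h replicates 1 and 2.

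Zfas1, Snhg12, Epb41l4aos, Snhg5 and Eif4a2 were among the transcripts that rose in both knockouts. Against WT, 529 genes rose in both knockouts, 646 fell in both and 2 moved in opposite directions, where independent lists would share 115.8 and 128.1. Across genes, which are not independent replicates, the log2 fold changes of the 2 knockouts correlated at 0.692, with a covariance of 0.409 and the same sign in 76.3% of genes. Since the WT libraries are shared, data simulated without any change also correlate, at 0.495 ± 0.0108 (SD, 20 simulations), with a covariance of 0.0606 and the same sign in 66.7%. With separate WT replicates for each knockout the correlation was 0.540 and 0.531, the covariance 0.461 and 0.468, and 896 and 1130 genes changed in the same direction. Without the 6 h libraries 508 genes changed in the same direction in both, and more rose (305) than fell (203).

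In untreated cells, before any 4SU, the same host lncRNAs were higher in Smg5 KO (n = 2 libraries each). Zfas1 stood at 26787 ± 1541 CPM against 841 ± 26.9 in WT, 4.99 (SE 0.47, adjusted p = 2.33e-06), Snhg12 at 4.46 (SE 0.37, adjusted p = 4.86e-07), Epb41l4aos at 4.44 (SE 0.42, adjusted p = 2.33e-06) and Snhg5 at 3.08 (SE 0.33, adjusted p = 1.38e-05), and these 4 calls held without any 1 library. Eif4a2 stood at 2.20 (SE 0.41, adjusted p = 0.00837) and Gadd45b at 1.80 (SE 0.41, adjusted p = 0.0290), calls that were lost without untreated WT replicate 2 (adjusted p = 0.163 and 0.235), as were those of Snhg15 (3.21; adjusted p = 0.104) and Hnrnph3 (2.48; adjusted p = 0.210). NMD targets had 5 of 20 members higher (6 adjusted over the list alone; camera adjusted p = 2.04e-08) and host lncRNAs 5 of 13 (5 adjusted over the list alone; adjusted p = 7.86e-11). Glycolysis and hypoxia had 1 of 24 lower (3 lower and 1 higher adjusted over the list alone; adjusted p = 9.50e-04). The following 5 lists passed and were lost with an estimated correlation. Splicing factors with poison exons had 2 of 22 higher (3 adjusted over the list alone; adjusted p = 0.00497, and adjusted p = 0.227 with an estimated correlation). Targets of p53 had 0 of 23 by edgeR (2 adjusted over the list alone; adjusted p = 2.43e-04, and adjusted p = 0.279 with an estimated correlation). Long-lived mRNAs had 1 of 28 lower (1 adjusted over the list alone; adjusted p = 0.00217, and adjusted p = 0.159 with an estimated correlation). Ribosomal protein and complex I genes had no member past the threshold (adjusted p = 5.37e-05 and 0.00221, and adjusted p = 0.33 for both with an estimated correlation). In all, 131 genes rose and 53 fell. This count of 184 moved to 28 and 32 without untreated WT replicates 1 and 2, 50 and 36 without untreated Smg5 KO replicates, 120 and 120 without untreated Smg6 KO replicates, 114 and 118 without WT 3 h replicates, and 597 and 588 without WT 6 h replicates 1 and 2. Libraries of other groups are not part of this comparison and enter through the filter and the spread estimated from all libraries.

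In untreated Smg6 KO cells 14 genes rose and 2 fell. With n = 2 libraries each, Zfas1 stood at 2.88 (SE 0.43, adjusted p = 0.00692), Eif4a2 at 2.51 (SE 0.42, adjusted p = 0.0115), Rpl39l at 2.60, Gadd45b at 2.11, Epb41l4aos at 1.96 and Snhg5 at 1.60. These calls were lost without untreated WT replicate 2, when edgeR called 0 genes. On all libraries 1056 genes had an unadjusted p under 0.05 and DESeq2 called 73. The count of 16 moved to 3 without untreated WT replicate 1, 8 and 8 without untreated Smg5 KO replicates, 1 and 4 without untreated Smg6 KO replicates, 8 without WT 3 h replicate 1, 63 and 63 without WT 6 h replicates, and 8 and 8 without Smg6 KO 6 h replicates. The 7 lists that passed camera were all lost with an estimated correlation. NMD targets had 3 of 20 higher (4 adjusted over the list alone; adjusted p = 0.00659, and adjusted p = 0.0829 with an estimated correlation). Host lncRNAs had 3 of 13 higher (4 adjusted over the list alone; median -0.17, mean 0.53; adjusted p = 0.00929, and adjusted p = 0.182 with an estimated correlation). The 2-cell-like markers had a median of 2.92 and 0 of 8 members past the threshold by edgeR (4 higher adjusted over the list alone; adjusted p = 4.91e-05, and adjusted p = 0.182 with an estimated correlation). Integrated stress response and glycolysis genes were lower as lists with no member past the threshold (adjusted p = 0.0489 for both, and adjusted p = 0.197 and adjusted p = 0.182 with an estimated correlation). The same held for ribosomal protein genes, with Rpl39l alone higher (adjusted p = 4.91e-05), and complex I (adjusted p = 0.00691; adjusted p = 0.406 for both with an estimated correlation).

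The 12 h pulse of 4SU was compared with untreated cells over all genotypes, to see whether the label itself moved transcripts. Targets of p53 rose: 10 of 23 members passed and none fell (17 higher adjusted over the list alone), with a median log2 fold change of 0.85 (camera adjusted p = 4.90e-12). They included Perp at 2.41 (SE 0.31, adjusted p = 1.47e-04) with n = 6 libraries each, Plk2 (1.75), Btg2 (1.71) and Trp53inp1 (1.31). Cholesterol synthesis fell, 7 of 20 genes (12 adjusted over the list alone; median -0.66, adjusted p = 6.14e-10), such as Cyp51 (-1.26). Integrated stress response genes fell, 7 of 28 (11 adjusted over the list alone; median -0.37, adjusted p = 2.42e-04), such as the serine synthesis enzyme Psat1 (-1.03) and Pck2 (-1.38). Glycolysis and hypoxia genes had 1 of 24 lower (1 adjusted over the list alone; adjusted p = 0.0144). Among the 10 highest genes that held without any 1 library were Ephx1, a detoxifying hydrolase (3.54), 9530053A07Rik (3.46), Ltb4r1 (3.4), Anxa8 (3.03), Ltb4r2 (2.83) and the small heat shock gene Cryab (2.76). Among the lowest were Ccnd2 (-2.96), Lefty2 (-2.44), Cnpy1 (-2.28), the tubulin gene Tubb2b (-1.81) and Dnmt3l, a cofactor of DNA methylation (-1.60). Sdhd (3.73) and Manba (3.20), also in the top 10, were not called without WT 4SU replicate 1 (adjusted p = 0.159 and 0.0627). Formative pluripotency had 4 of 16 lower (6 lower and 2 higher adjusted over the list alone; adjusted p = 0.00365, and adjusted p = 0.208 with an estimated correlation) and histones 0 of 27 (adjusted p = 0.0144, and adjusted p = 0.717 with an estimated correlation). Ribosomal proteins had 6 of 80 higher and 1 lower (9 and 1 adjusted over the list alone; adjusted p = 0.0478, and adjusted p = 0.717 with an estimated correlation). Within single genotypes (2 libraries against 2) edgeR called 2 genes in WT, 96 in Smg5 KO and 18 in Smg6 KO. Over all genotypes, 386 genes rose and 279 fell, 655 of the 665 with the same sign in every genotype. The count moved to 347 without untreated WT replicate 2, 290 without untreated Smg5 KO replicate 2, 335 and 309 without untreated Smg6 KO replicates 1 and 2, 250 without WT 4SU replicate 1, 421 and 344 without Smg5 KO 4SU replicates, 397 without Smg6 KO 4SU replicate 1, and 1489 and 1492 without WT 6 h replicates.

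During the chase few transcripts changed past the threshold. At 3 h no gene changed by edgeR (1121 had an unadjusted p under 0.05, and DESeq2 called 37), 1 gene was called without Smg6 KO 4SU replicate 2, and 4 without either WT 6 h library. Camera called 4 lists lower at 3 h, all lost with an estimated correlation and without any member past the threshold. They were histones (median -0.75; adjusted p = 4.23e-06, and adjusted p = 0.422 with an estimated correlation), ribosomal proteins (adjusted p = 1.07e-05, and adjusted p = 0.499 with an estimated correlation), integrated stress response (adjusted p = 0.0233, and adjusted p = 0.368 with an estimated correlation) and long-lived mRNAs (adjusted p = 0.0233, 1 lower adjusted over the list alone, and adjusted p = 0.422 with an estimated correlation). At 6 h 96 genes were higher and 109 lower than after 4SU. Targets of p53 were lower at 6 h, with 5 of 23 members past the threshold (16 adjusted over the list alone; median -0.83, adjusted p = 1.25e-12, and adjusted p = 0.119 with an estimated correlation). They included Plk2 at -1.88 (SE 0.30, adjusted p = 0.0103) with n = 6 libraries each, the proapoptotic gene Bbc3 (-1.37) and Ccng1 (-1.01). Ribosomal proteins had 2 of 80 lower (3 adjusted over the list alone; adjusted p = 4.33e-05, and adjusted p = 0.744 with an estimated correlation). The 10 highest genes at 6 h ranged from Pet117 (3.22) to Fhl3 (1.59), with Gm20594 at 175 ± 374 CPM against 8.85 ± 5.11, and the 10 lowest from the p53 relative Trp73 (-2.08) to Arl8a (-1.65). Every named call at 6 h was lost without at least 1 library, for example without WT 4SU replicate 1 (Plk2 adjusted p = 0.0558, Pet117 0.0922, Trp73 0.0862).

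The 6 h count of 205 moved with nearly every library. It was 96 and 96 without untreated Smg5 KO replicates, 60 and 65 without untreated Smg6 KO, 4 and 74 without WT 4SU, 23 and 39 without Smg5 KO 4SU, 72 and 32 without Smg6 KO 4SU and 32 and 32 without WT 3 h. In the same order it was 105 and 101 without Smg5 KO 3 h, 103 and 101 without Smg6 KO 3 h, 117 and 3238 without WT 6 h, 9 and 12 without Smg5 KO 6 h, and 1 and 35 without Smg6 KO 6 h replicates 1 and 2. Within genotypes, 6 h differed from 4SU in 2367 genes in WT, 1 in Smg5 KO and 2 in Smg6 KO (edgeR), and the WT 6 h pair includes the library that stood apart. Within treatments, Smg5 KO differed from WT in 184, 301, 437 and 3855 genes and Smg6 KO in 16, 44, 28 and 3233 genes in untreated, 4SU, 3 h and 6 h cells.

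Transcripts of Smg5 KO cells carried more label. After 12 h of 4SU the median labelled share over 5535 genes was 30.9 ± 1.91% (SD, n = 2) in WT, 58.3 ± 1.78% in Smg5 KO and 39.6 ± 10.7% in Smg6 KO, whose replicates lay at 32.1 and 47.2%. At 3 h of chase it was 19.4 ± 0.425%, 37.4 ± 2.71% and 34.6 ± 0.492%, and at 6 h 3.35 ± 0.873%, 13.4 ± 1.46% and 9.49 ± 0.134%. The ratios to WT were 1.89, 1.92 and 3.99 in Smg5 KO and 1.28, 1.78 and 2.83 in Smg6 KO. Every Smg5 KO library lay above every WT library of its treatment, with a two-sided exact permutation p of 0.333, the smallest that 2 libraries against 2 allow. Smg6 KO after 4SU overlapped WT (exact p = 0.667). In untreated cells the median share before subtraction was 0.630% in WT, 0.513% in Smg5 KO and 0.651% in Smg6 KO. Of the label present after 4SU, 63% remained at 3 h in WT, 64.1% in Smg5 KO and 87.3% in Smg6 KO, and 10.9%, 23% and 24% at 6 h.

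**Figure D4:**
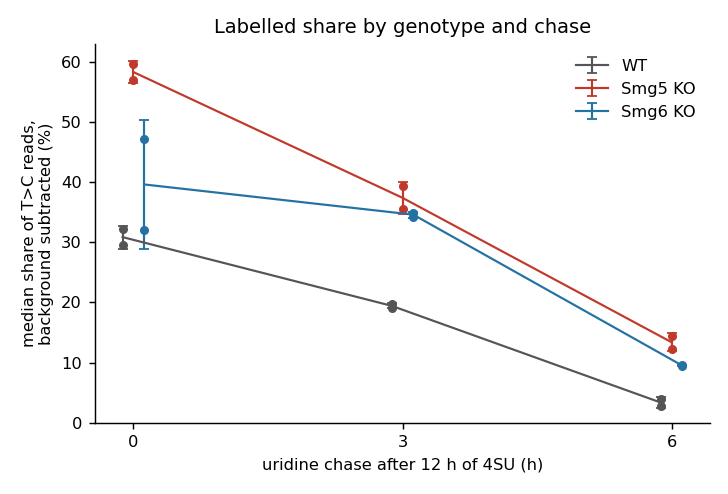
Median labelled share over 5535 genes (percent of reads with T>C conversions, untreated background subtracted) against hours of chase, with a point per library, lines through group means and bars for the SD (n = 2). After 4SU, Smg5 KO stands at 58.3% and WT at 30.9%.

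Half-lives followed from the loss of label during the chase. In WT the list medians were longest for ribosomal proteins (1182 min), long-lived mRNAs (757 min) and complex I (621 min), and shortest for short-lived mRNAs (82.1 min) and immediate early genes (85.6 min). The longest fits by the rule were Rpl27a, Rps14, Rps3a1, Rps18, Rpl14, Rps28, Tomm7, Txn1, Snrpg and Chchd10, which stood at the fit limit of 12000 min with 49 genes in all, so their half-lives are not resolved. The shortest by the rule (Tstd2, Gosr2, Tprgl, Sphk2, Arid3b, Zfp992, Cwf19l1, Hspb8, Trib3 and Vamp3) lay between 3.45 and 46.1 min, with replicates as far apart as 12000 and 3.41 min for Tprgl, and are not interpretable as turnover. Among genes with an untreated T>C share under 5% and a fit over 30 min, a choice made after the values were seen, the shortest apart from Trib3 were the cytokine gene Gdf15 (49.7 min), Tas1r1 (51.2 min), Zfhx2 (52.8 min), D230025D16Rik (53 min) and Sesn2 (55.7 min). Eif4a2 had 130.4 min in WT, 161 min in Smg5 KO and 196 min in Smg6 KO. In the same order Nanog had 99.5, 117 and 174 min, Esrrb 111, 168 and 163 min, Tfcp2l1 209.9, 189 and 578 min, Smg1 133, 324 and 242 min, Eif4a1 239.7, 257 and 323 min, and Smg5 275, 268 and 268 min. None of these differences passed (limma adjusted p of 0.923 and 0.792 for Eif4a2).

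Across the 5535 genes the median half-life was 188 min in WT (replicates 176 and 204 min), 219 min in Smg5 KO (199.7 and 243 min) and 299 min in Smg6 KO (424 and 236 min). In the same order it was 297, 305 and 1270 min with 3 h alone and 76.5, 125 and 96.8 min from 3 to 6 h. The fitted half-lives, in WT too, therefore depend on the chase times used. Over all chase times the median ratio to WT was 1.16 in Smg5 KO and 1.63 in Smg6 KO. With replicates matched by number it was 1.13 and 1.18 in Smg5 KO and 2.45 and 1.18 in Smg6 KO. The labels do not establish that match, so these values do not measure the precision of the ratios. No single gene passed the test of slopes by limma, the only tool run for it, with 281 and 388 genes at an unadjusted p under 0.05. Textbook NMD targets had a median of 158 min in WT and median ratios of 1.39 in Smg5 KO and 1.72 in Smg6 KO, and host lncRNAs 134 min with 1.31 and 1.57. Adjusted over the list alone, 1 and 1 NMD targets and 3 and 1 host lncRNAs had longer half-lives in Smg5 KO and Smg6 KO. In Smg6 KO 1 of 8 immediate early genes and 1 of 4 histones did too. Other lists had ratios as large, such as immediate early genes (1.58 and 1.86) and, in Smg5 KO, short-lived mRNAs (1.42). Genes whose level rose in Smg5 KO had a median ratio of 1.34 (593 genes), those that fell 1.03 (1265 genes) and the others 1.18 (3677 genes). In Smg6 KO these were 1.61 (199 genes), 1.68 (684 genes) and 1.62 (4652 genes). Across genes, which are not independent replicates, fold change and slope difference had a Spearman correlation of 0.065 in Smg5 KO and -0.132 in Smg6 KO. Both measures use the same WT libraries. Without Smg6 KO 4SU replicate 1 the ratio of Smg6 KO was 1.28 and without replicate 2 it was 2.30. With chase time as 3 levels, a model chosen after the result was seen, the slope tested runs from 4SU to 6 h. By it 474 genes were longer-lived and 21 shorter-lived in Smg5 KO, and 362 and 10 in Smg6 KO. With the median slope difference of all genes subtracted, 31 were longer-lived and 96 shorter-lived in Smg5 KO, and 6 and 15 in Smg6 KO. The excess of longer half-lives was thus a shift shared by the genes. From 3 to 6 h alone, also chosen then, 354 genes were longer-lived and 18 shorter-lived in Smg5 KO, and 3 and 1 in Smg6 KO. With the median subtracted these were 5 and 3 in Smg5 KO and 1 and 1 in Smg6 KO. Counts of genes moved to 3, all shorter, in Smg5 KO without WT 6 h replicate 2 and to 1, longer, in Smg6 KO without WT 3 h replicate 2 or Smg6 KO 6 h replicate 2. The ratio of Smg5 KO was 1.01 without WT 6 h replicate 1 and 1.69 from 3 to 6 h of chase alone, and that of Smg6 KO was 2.88 with 3 h alone and 1.28 from 3 to 6 h, so the size of neither was resolved.

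**Figure D5:**
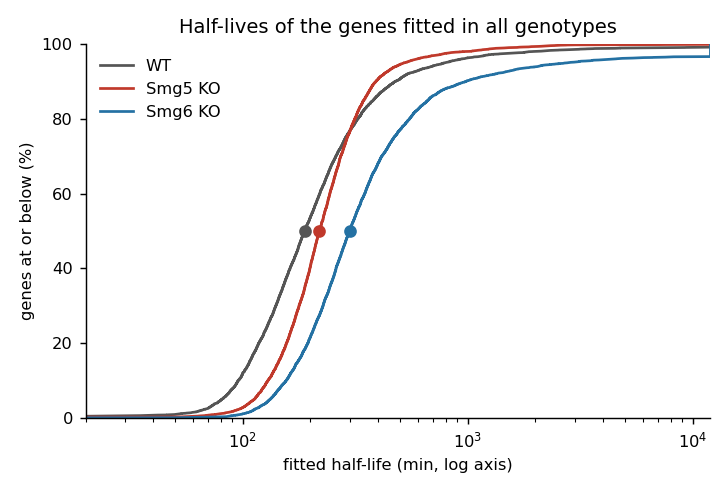
Cumulative share of 5535 genes against half-life in minutes (log axis) for WT, Smg5 KO and Smg6 KO, with dots at the medians. The medians are 188, 219 and 299 min.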

Values the study reported

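For cells kept in 2i medium, the study gave half-lives for 4342 transcripts and a mean half-life of 141 min in WT, which it reported as 167 min in Smg5 KO and 188 min in Smg6 KO cells. Its separate RNA-seq in 2i listed 881 deregulated transcripts at an adjusted p of 0.01 or less, with 516 higher and 252 lower in all 3 knockouts. It gave an Eif4a2 level of 150 FPKM in WT cells in 2i.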

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

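The tests in this part were chosen after the result was seen, except the test of the interaction with its counts by DESeq2 and without 1 library, the labelled share of short-lived mRNAs, the count of Smg6 KO libraries with high 2-cell-like markers and the regroupings of the samples. The effect of genotype differed between treatments in 586 genes by the test of the interaction. Among the single knockout by treatment terms, Smg5 KO at 6 h of chase had 21 genes with a higher and 385 with a lower change against WT than in untreated cells. The 5 other terms gave 0 genes each by edgeR. A difference between groups singled out 14 of the named genes, by their Smg5 KO and 6 h term on the log2 scale. The pluripotency gene Lin28a stood at -4.48, the sterol genes Mvd, Fdps and Msmo1 at -4.26, -3.77 and -2.21, and the proapoptotic gene Bax at -3.67. The chromatin gene Smarcd3 stood at -3.54, Ndufa2 of complex I at -3.11, the glycolytic genes Pkm and Pgam1 at -3.09 and -2.92, and the ribosomal gene Rps20 at -2.86. The telomere genes Ten1 and Nhp2 stood at -2.65 and -2.54, the host lncRNA Snhg20 at -2.29 and the meiotic gene Stra8 at 4.17. For 6 h against 4SU, Mvd, Fdps and Pkm stood at 4.48, 3.02 and 2.19 in WT. They stood at -0.14, -0.15 and -0.83 in Smg5 KO and -0.07, -0.71 and -0.83 in Smg6 KO. In Smg6 KO against WT at 6 h they stood at -4.97, -3.88 and -3.03. For these genes the term mainly reflects WT at 6 h and is not particular to Smg5 KO. Lin28a and Stra8 also moved with 4SU in Smg5 KO, by -2.69 and 3.04. The count of 586 was 0 without WT 6 h replicate 1 (2346 genes had an unadjusted p under 0.05 with it, and DESeq2 called 1809) and 3730 without WT 6 h replicate 2. It was 0 without WT 3 h replicate 2, without Smg5 KO 6 h replicate 2 and without either Smg6 KO 6 h library. It was 62 without WT 3 h replicate 1, 50 without Smg5 KO 6 h replicate 1, 378 and 364 without untreated Smg5 KO replicates 1 and 2, 295 without WT 4SU replicate 1, 326 without Smg5 KO 3 h replicate 1 and 371 without Smg6 KO 3 h replicate 1.

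After 12 h of 4SU, transcripts of Smg5 KO carried a higher labelled share than those of WT, by 27.6 percentage points before background was subtracted. Errors or variants read as T>C would raise the untreated share as well, which was -0.116 points different from WT. Slower turnover alone would leave fewer new transcripts, while the median ratio over all genes was 1.87 (1.76 in the lowest pair of libraries). The tables argue against both as the whole cause. More 4SU per newly made transcript is a candidate explanation: short-lived mRNAs, nearly all made during the pulse, had 52.2% in Smg5 KO and 29.8% in WT, a median ratio of 1.78 over 14 genes (1.61 in the lowest pair). More complete alkylation of these libraries was not tested and stays open, as does a biological difference between the genotypes in uptake of the label.

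The median half-life was longer in both knockouts, by a ratio of 1.63 in Smg6 KO and 1.16 in Smg5 KO. The Smg6 KO 4SU replicates that disagree cannot be the whole cause in Smg6 KO, since single 3 h and 6 h libraries alone gave ratios of 1.197 or more in all 16 combinations. Nor can WT 6 h replicate 1, without which the Smg6 KO ratio was 1.43, or several conversions per read counted once, which left 94.7% of the slope difference. For Smg5 KO the ratio was 1.01 without WT 6 h replicate 1, although single 3 h and 6 h libraries without it gave at least 1.36, and 50.5% of the slope difference was left after the change to conversions per read. For Smg5 KO these explanations therefore cannot be told apart from slower decay, because the values from all time points and from 3 to 6 h disagree. Slower decay in Smg6 KO may be the biological explanation, which stays open, since unequal chase between cultures was not tested.

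The 2-cell-like markers were higher in Smg6 KO. The 7 members that rose belong to 5 gene families by symbol. Symbols with Gm numbers do not show which genes are similar in sequence, and no sequences were compared. Reads shared between near-identical copies of 1 family are therefore not fully excluded. A rise in 1 or a few libraries cannot be the whole cause, since 8 of 8 Smg6 KO libraries lay above every WT library in the mean of the list. In Smg5 KO 2 of 8 did. A loss shared by both knockouts is also argued against, with a median of -3.34 for Smg5 KO against Smg6 KO. Still open, and untested, are a difference between clones, which the design cannot separate from the genotype, and a role of Smg6 in the 2-cell-like state, which these data may reflect.

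The samples were also regrouped within treatments (100 of 648 splits) or within genotypes (80 of 108). For Smg5 KO against WT, 1 of 100 splits, the real one, gave 3358 genes, with 1544 as the highest other. That makes chance unlikely if single libraries are independent. The labels do not establish this, so chance is not excluded. The same was true of Smg6 KO against WT (1 of 100; 1592 genes, highest other 608), of the 2 knockouts (1 of 100; 985 genes, highest other 54) and of 4SU against untreated (1 of 80; 665 genes, highest other 189). For gene lists, few splits gave as many as the 9 lists of Smg6 KO (3 of 100, the real one included). Another grouping gave more (10 lists), so chance is unlikely there but not excluded. Nor can it be excluded for the lists of Smg5 KO (10 lists, 8 of 100, highest other 12) or of the 2 knockouts (10 lists, 6 of 100, highest other 14). It also cannot for the lists of 4SU (7 lists, 9 of 80, highest other 9), 3 h (4 lists, 22 of 80, highest other 10) or 6 h (2 lists, 44 of 80, highest other 7). It cannot for genes at 6 h, where 7 of 80 splits gave 205 genes or more and the highest other gave 686, which points to a structure of these samples that the treatment does not explain. For genes at 3 h the count was 0 by edgeR (1121 at an unadjusted p under 0.05, 37 by DESeq2; highest other 0), so all 80 of 80 splits are as large by construction and nothing is tested. The same is true of the 0 genes with a changed half-life in either knockout by limma (281 and 388 at an unadjusted p under 0.05) in 100 of 108 splits, all 100 of which are as large. The highest others gave 4448 genes for Smg5 KO and 21 for Smg6 KO. Labels were exchanged separately at each chase time, so a regrouping can turn the higher labelled share of a knockout into a slope. The median slope difference was 0.0748 in Smg5 KO (53 of 100 splits as large, highest other 0.405) and 0.121 in Smg6 KO (21 of 100, highest other 0.245). These splits therefore do not test the slope alone, and chance is not excluded for either.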

How the results depend on the processing

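The fits without both WT 6 h libraries, without the 6 h libraries for the joint response, from 3 to 6 h alone, with chase time as 3 levels and with conversions per read were chosen after the result was seen. The others were planned. Counts of genes are given against the count with all libraries and the settings described above, and where no construction is named the cause was not tested. Among single named genes, 5726 results kept their direction and their side of the threshold under the alternatives that do not leave out 1 library, 585 were no longer past it, 35 newly passed and 1 reversed. When 1 library was left out these were 13055, 1133, 42 and 2. The reversals were Pkm at 6 h against 4SU, -0.83 without both WT 6 h libraries, Magohb in Smg5 KO, which ranged from -1.51 to 0.82 when 1 library was left out, and Tfap2c at 6 h, from -0.86 to 0.39. The positive Magohb and the lowest Tfap2c value arose without WT 6 h replicate 2. With at least 2 CPM in every library, which tests fewer genes, 1908 genes passed for Smg5 KO, 892 for Smg6 KO, 437 for 4SU, and 665 in both knockouts. The test against 1.5-fold, stricter by construction, left 603 for Smg5 KO, 150 for Smg6 KO, 70 between the knockouts, 27 and 1 in untreated Smg5 KO and Smg6 KO, 25 for 4SU and 1 for 6 h. DESeq2 gave 368 and 73 in untreated Smg5 KO and Smg6 KO, 1072 for 4SU, 37 for 3 h, 680 for 6 h and 1809 for the interaction. Without a filter on low counts these were 332, 131, 1018, 166, 792 and 2250. Upper quartile normalisation gave 358 for the interaction. It moved the median of all genes by under 0.1 on the log2 scale in each comparison, and the share of called genes that were higher from 58 to 69% for 4SU and from 46.8 to 35.2% for 6 h. With the compared groups alone, which have fewer samples, 1034 passed for Smg6 KO, 1748 between the knockouts, 84 in untreated Smg5 KO and 1 for 6 h. Without the untreated libraries 800 passed for Smg6 KO and 395 between the knockouts, without 4SU 456 between the knockouts, without 3 h 297 between the knockouts, and without 6 h 662 for Smg6 KO. Without both WT 6 h libraries the counts were 781 for Smg6 KO, 1873 between the knockouts, 601 and 73 in untreated Smg5 KO and Smg6 KO, 1500 for 4SU and 4 for 3 h. Leaving out each library in turn gave 2701 to 4923 for Smg5 KO, 1005 to 4158 for Smg6 KO, 514 to 1899 between the knockouts, 28 to 597 and 0 to 63 in untreated Smg5 KO and Smg6 KO, 250 to 1492 for 4SU, 0 to 4 for 3 h, 1 to 3238 for 6 h and 0 to 3730 for the interaction. Where 1 library of a group of 2 was left, it was assumed to vary like the other groups.

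Across pairs of groups, same-numbered replicates did not deviate together throughout (residual correlations from -0.400 to 0.526, median 0.00747, over 0.1 in 25 of 66 pairs), so the block for the replicate number was only an alternative. A pairing within some genotypes is not excluded. In the mean of the 2-cell-like markers replicate 1 lay above replicate 2 in all 4 treatments of both knockouts. At 6 h these means were 3.01 and 1.59 in Smg5 KO and 5.05 and 4.63 in Smg6 KO. The block is a shift for the replicate number that all genotypes share, so it cannot absorb a pairing that differs between genotypes. The counts with the block therefore do not test such a pairing. If libraries of a genotype are paired across treatments, the comparisons over all treatments count related libraries as independent. With the block 3410 genes passed for Smg5 KO, 1663 for Smg6 KO, 1065 between the knockouts, 214 and 22 in untreated Smg5 KO and Smg6 KO, 723 for 4SU, 0 for 3 h by edgeR (1121 at an unadjusted p under 0.05 without the block, 37 by DESeq2), 199 for 6 h, 454 for the interaction and 1227 in both knockouts, with a covariance of 0.405.

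In the joint response of the knockouts, 1175 genes changed the same way, 508 without the 6 h libraries and 1217 without WT 6 h replicate 1. The correlation of 0.692 became 0.734 with at least 2 CPM, 0.540 and 0.531 with separate WT replicates, 0.654 without 6 h and 0.647 without WT 6 h replicate 1, and the covariance of 0.409 became 0.201, 0.461, 0.468, 0.33 and 0.373. Lists past the threshold, in the order Smg5 KO, Smg6 KO, between the knockouts, untreated Smg5 KO, untreated Smg6 KO, 4SU, 3 h and 6 h, were 10, 9, 10, 8, 7, 7, 4 and 2 by camera and 5, 4, 4, 3, 0, 4, 0 and 0 with an estimated correlation. Fry, which tests a set alone, gave 14 for Smg6 KO, 5 and 3 for untreated Smg5 KO and Smg6 KO, 0 for 3 h and 1 for 6 h. Without WT 6 h replicate 1 camera gave 11, 9, 11, 8, 7, 7, 4 and 4.

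Without background subtraction the labelled share was 20.8% in WT and 36.2% in Smg6 KO at 3 h and 4.59% and 10.8% at 6 h, higher by construction. With at least 10 CPM these were 20.5, 35.3, 4.59 and 11.1%. Without 1 replicate the ranges were 29.5 to 32.2% in WT, 57 to 59.6% in Smg5 KO and 32.1 to 47.2% in Smg6 KO after 4SU, 19.1 to 19.7%, 35.5 to 39.3% and 34.3 to 35% at 3 h, and 2.74 to 3.97%, 12.3 to 14.4% and 9.40 to 9.59% at 6 h. Genes with a changed half-life were 1 and 1 (Smg5 KO and Smg6 KO) with 3 h alone, 372 and 4 from 3 to 6 h (354 and 3 longer), 495 and 372 with chase time as 3 levels (474 and 362 longer), 1 in Smg5 KO with conversions per read, and 0 to 3 and 0 to 1 without 1 library (0 by limma on all libraries, with 281 and 388 at an unadjusted p under 0.05). With the median slope difference of all genes subtracted, chase time as 3 levels gave 31 longer and 96 shorter in Smg5 KO, and 6 and 15 in Smg6 KO. The median ratio of Smg5 KO was 1.1 with at least 10 CPM, 1.00 with 3 h alone, 1.69 from 3 to 6 h and 1.01 to 1.31 without 1 library. That of Smg6 KO was 2.88 with 3 h alone, 1.28 from 3 to 6 h and 1.28 to 2.30 without 1 library. With 2 libraries against 2, the simulated recovery of 1% at 2-fold and 37% at 4-fold limits what untreated cells can show.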

Other observations

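The tests of other gene groups below were planned, and the 10 shortest half-lives with low background and the trimmed means were chosen after the result was seen. Grb10, an imprinted adaptor of insulin signalling, rose by a log2 fold change of 3.21 (SE 0.24, adjusted p = 6.95e-09) in Smg5 KO and 1.45 (SE 0.23, adjusted p = 3.31e-04) in Smg6 KO (n = 8 libraries each), and was higher in Smg5 KO than in Smg6 KO, 1.76. Tsc1, a brake on mTORC1, rose in Smg5 KO by 1.52 (SE 0.24, adjusted p = 8.31e-05), as did the kinase gene Rps6kb2 (1.05), the mTOR subunit gene Mlst8 (0.72) and Ddit4 (1.55). Of the telomere genes, Ctc1 (1.60) and the helicase gene Rtel1 (0.81) rose in Smg5 KO while Nhp2 (-1.34) fell. The splicing regulator Ptbp2 rose in both knockouts (1.45 and 1.59), as did Hnrnph3 (2.38 and 1.88), while Hnrnpa1 (-2.13 and -1.10) and Hnrnpa2b1 (-3.29 and -1.65) fell in both. Of the fibroblast markers, Vim stood at 0.43 in Smg6 KO (adjusted p = 0.212) and Fn1 at 0.11 (adjusted p = 0.760). Vegfa, an angiogenic growth factor, was higher in Smg5 KO than in Smg6 KO (1.92), as was the formative transcription factor gene Sox4 (1.40).

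Besides the shorter ones named above, short WT half-lives with low background were Ccdc174 at 59.8 min, Topors at 60.6 min, Tfap4 at 62.3 min and Zfp775 at 63.2 min. At the other end, 49 genes stood at the fit limit in WT, with 8 there in Smg5 KO and 187 in Smg6 KO. In 98 genes the untreated WT share of T>C reads was over 10%. The mean half-life of genes under 24 h was 236 min in WT, 250.4 min in Smg5 KO and 345 min in Smg6 KO. In all 3 genotypes that is higher than the values quoted above, but the measures differ: here the share of T>C reads was fitted and genes over 24 h were left out, while the study fitted T>C conversion rates over another set of transcripts.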
